A study of Mus musculus with 18 samples. Its data were reported in "Comprehensive Transcriptional Profiling and Mouse Phenotyping Reveals Dispensable Role for Adipose Tissue Selective Long Noncoding RNA Gm15551" (2022).

How the data were processed

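Polyadenylated RNA was sequenced from wt1-SAM brown adipocytes, an immortalised mouse brown preadipocyte line that carries the CRISPR activation machinery named SAM. Libraries were made with the NEBNext Ultra II kit and sequenced as paired-end reads on a NovaSeq instrument. The authors trimmed the reads by quality with cutadapt and quantified them with salmon against the Gencode M22 transcriptome of the mouse genome build GRCm38. The versions of these programs and the way in which transcripts were summed to genes were not stated. The deposited values are expected counts, the number of fragments that salmon assigns to each gene, given as whole numbers without scaling to depth. The table listed 54347 genes, and 0 values were other than whole numbers, so the rounding of the estimates had been done before deposition. No filter on low values had been applied, since 35899 of the listed genes had at least 1 count in any library. salmon divides a fragment that fits several transcripts among them by probability, so genes that share sequence with a paralogue or pseudogene carry uncertain counts. Whether the quantification used the strand of the reads was not stated, and counts of genes that overlap a gene on the opposite strand are uncertain for that reason. Each column was assigned to its library by its name, which repeats the title of that library.

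Gene symbols were taken from the table for 31886 genes and from a reference list of identifiers for a further 22260 genes, while 201 genes had no name. Coordinates and exon overlaps come from the GENCODE M21 annotation of GRCm38, which held 99.53% of the listed genes and is 1 release older than that of the authors. Coordinates are counted from 1.

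The 18 libraries fell into 6 groups of 3 by the LNA transfected (ctrlA, LNA1 or LNA2) and by stimulation (unstimulated or isoproterenol), with the replicate numbers 2, 3 and 4 in every group. Library totals ranged from 9167560 to 19723021 counts. The floor of detection was taken as 3 counts, which corresponded to 0.172 to 0.306 CPM (counts scaled to a common library total) depending on the library. Intervals and floors cover counting error only, since the reads carried no molecular identifiers. Within each group, every pair of libraries was compared by a chi-square test of its counts. The statistic per degree of freedom ranged from 4.7 to 202 over 18 pairs and 0 pairs were identical, so that every library was counted as a replicate of its own.

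Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups as given, a minimum count of 10 and a minimum total count of 15, which left 14949 genes. Normalisation was by TMM. A single quasi-likelihood model with 1 term per group was fitted to all 18 libraries (glmQLFit), so that the groups shared the estimate of the spread, and contrasts were tested with glmQLFTest. The 6 groups were compared in a joint test with an adjusted p limit of 0.001. The effect of each LNA was averaged over unstimulated and stimulated cells (6 libraries against 6), LNA2 was compared with LNA1 in the same way, and the effect of isoproterenol was averaged over the 3 LNAs (9 against 9). For these contrasts a gene was called when its adjusted p was below 0.05 and its absolute log2 fold change above 0.5. The interactions between each LNA and isoproterenol were tested at an adjusted p of 0.05. Adjustment was by the Benjamini-Hochberg method over all genes tested, and all these tests were two-sided. The values 0.001, 0.05 and 0.5 of these limits are those the authors used in DESeq2. For the LNAs they applied them to s-values and to fold changes shrunken with apeglm, whereas here they were applied to adjusted p values and unshrunken fold changes, and whether the p of their joint test was adjusted was not stated. Means are given as TMM-normalised CPM ± SD. Log2 fold changes come from the fitted model, with standard errors derived from the F statistic.

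Gm15551 did not pass the filter, so its fold change was taken from the same model fitted without a filter. Its CPM values were also compared by an exact two-sided permutation test, in which LNA labels were exchanged within stimulation or stimulation labels within LNA. A list of 13 genes (Gm15551, its host gene Camk2d, the adipocyte markers Ucp1, Pparg, Adipoq, Fabp4, Elovl3, Cidea, Dio2 and Lep, and the inflammatory genes Lcn2, Saa3 and Hp) was tested over all genes and adjusted over the list alone. Gene lists for adipocyte genes, thermogenic genes, NF-κB and inflammatory genes, interferon response genes and p53 targets were written from general knowledge and held 24, 24, 36, 33 and 26 genes, of which 23, 20, 29, 23 and 24 were tested. The 5 lists had 0 genes in common. The NF-κB and inflammatory list held Lcn2, Saa3 and Hp, which the study picked from these same libraries. Its results with the LNAs are therefore not wholly independent evidence. They were tested with camera in limma 3.58.1 on log2 CPM with a preset correlation between genes of 0.01, adjusted over the 15 combinations of list and contrast, with fry and an estimated correlation as alternatives. Libraries were clustered on log2 CPM (prior count 2) of the 500 most variable genes by Euclidean distance with complete linkage. The design, the limits, the lists and the rule for naming genes were fixed before the data were examined. That rule takes, for each LNA and for isoproterenol, the 4 largest rises and 4 largest falls among called genes with a mean of at least 1 CPM whose values did not overlap between the arms within each stimulation or LNA, up to 10 genes called with both LNAs, the 13 listed genes, and the gene with the smallest adjusted p in each interaction. A gene that the rule selects is not reported here.

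Replicate numbers were checked for pairing. The correlation between libraries of their deviations from the group means lay between 0.65 and 0.72 among the replicate 2 libraries, between 0.25 and 0.51 for replicate 3 and between 0.24 and 0.47 for replicate 4. Between libraries of different numbers it lay between -0.6 and 0.4. The replicate 2 libraries therefore deviated together. Deviations from a group mean cancel within the group, so this alone makes replicates 3 and 4 deviate together the other way. Their ranges overlap that between different numbers, so the check does not show that replicates 3 and 4 differ from each other. A model with the replicate number as an added term, the replicate block, was fitted beside the model without it. The block lowered the common dispersion from 0.0839 to 0.00941. The block was not part of the design taken from the methods of the study, which name no such term. For the counts of called genes, the listed genes and the gene lists, values from it are printed where they change a call or move a count by more than 1.5 times.

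The models were tested on simulated data with the genes, means and library sizes of the table and a known set of changed genes. The spread was that of the fit with the block, and all changes had the same size. Replicate effects, where added, had the form that the block assumes. Without replicate effects, 157 of 198 changed genes (79.3%) were recovered among 14900 genes tested, with 9 false calls. With replicate effects added, 116 of 200 (58%) were recovered among 14920 genes without the block and 166 (83%) with it, with 0 and 6 false calls. In the contrast simulated without any change, 0 genes were called in each of these cases. The rates with replicate effects favour the block by construction, and none of these rates measures power or error on the real libraries.

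Comparisons that share the ctrlA libraries were set against 20 simulations of unchanged groups with the same sharing. For the genes called with both LNAs, the genes past the fold change limit were ranked by p in each simulation, and lists as long as the real lists of calls were compared. Alternatives were DESeq2 1.42.0, its size factors in the edgeR fit, no filter on low counts, a filter of at least 10 counts in every library, the replicate block, an adjusted p of 0.01, glmTreat against a log2 fold change of 0.5, no limit on the fold change, only the groups compared, other gene numbers (2000 or all) and a prior count of 0.5 for the clustering, and leaving out each library in turn. Leaving out all libraries of 1 replicate number, DESeq2 with the block, the block combined with corrections, and clustering after removal of replicate means were added after the data had been seen. Other splits of the samples were refitted, 80 for each contrast. Shrinkage of fold changes with apeglm and the sequences of the LNAs were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.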

Results

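To examine what the loss of the long non-coding RNA Gm15551 does to the transcriptome of mature brown adipocytes, wt1-SAM cells were differentiated and reverse transfected on day 4 with locked nucleic acid gapmers (LNAs). LNAs are short modified antisense oligonucleotides that direct the cleavage of the RNA they bind. A non-targeting LNA (ctrlA) was compared with LNA1 and LNA2, which were directed against different sites of Gm15551. Each well received 1.4 µl of LNA at 10 µM and 500000 cells. Cells were left unstimulated or treated with 1 µM isoproterenol, a β-adrenergic agonist that activates brown adipocytes, for 24 h before harvest on day 7. Each of the 6 groups had 3 libraries, numbered 2, 3 and 4. Total counts ranged from 11927769 to 19723021 in unstimulated ctrlA, from 9167560 to 14114672 in unstimulated LNA1 and from 13005686 to 13451064 in unstimulated LNA2. In the stimulated groups they ranged from 9582344 to 15390993 for ctrlA, from 11736052 to 13108702 for LNA1 and from 10718630 to 12224878 for LNA2. Between 21550 and 23949 genes had at least 1 count in a library.

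The targeted transcript was examined first. Gm15551 (ENSMUSG00000086679.2) lies on chromosome 3 from position 126667329 to 126669044 on the minus strand of GRCm38. It is annotated as an antisense gene and lies within an intron of the protein-coding gene Camk2d (positions 126596302 to 126846326, plus strand). Its expression was low in all libraries. The 6 ctrlA libraries together held 42 Gm15551 counts, the 6 LNA1 libraries 24 and the 6 LNA2 libraries 27. In unstimulated ctrlA cells replicates 2, 3 and 4 had 14, 8 and 7 counts (0.801, 0.578 and 0.569 CPM), and in stimulated ctrlA cells 9, 2 and 2 counts (0.695, 0.134 and 0.204 CPM). Unstimulated LNA1 cells had 12, 3 and 3 counts (0.996, 0.264 and 0.299 CPM), and stimulated LNA1 cells 1, 4 and 1 counts (0.088, 0.289 and 0.078 CPM). Unstimulated LNA2 cells had 13, 3 and 1 counts (1.074, 0.216 and 0.07 CPM), and stimulated LNA2 cells 4, 5 and 1 counts (0.379, 0.394 and 0.075 CPM). Of the ctrlA, LNA1 and LNA2 libraries, 2, 4 and 3 were at or under the floor of 3 counts.

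Gm15551 averaged 0.497 ± 0.269 CPM with ctrlA, 0.336 ± 0.338 CPM with LNA1 and 0.368 ± 0.374 CPM with LNA2 (SD, n = 6 each). The log2 fold change in edgeR was -0.70 (SE 0.59, adjusted p 1) with LNA1 and -0.43 (SE 0.57, adjusted p 1) with LNA2. In the exact two-sided permutation test p was 0.295 for LNA1 and 0.5 for LNA2, where 0.005 was the smallest p that the 400 arrangements allowed. After Benjamini-Hochberg adjustment over the 3 comparisons these values were 0.442 and 0.5. Gm15551 was lower in 4 of 6 pairs with the same replicate number for LNA1 and likewise in 4 of 6 pairs for LNA2. Neither difference was thus larger than the spread between libraries. Without stimulated ctrlA replicate 2 the LNA1 value was -0.15, and without unstimulated LNA1 replicate 2 it was -1.12. Without stimulated ctrlA replicate 2 the LNA2 value changed sign to 0.10, and without unstimulated LNA2 replicate 2 it was -1.22. With isoproterenol Gm15551 fell by 1.08 on the log2 scale (SE 0.48, adjusted p 0.527 in edgeR), from 0.541 ± 0.358 to 0.26 ± 0.206 CPM (SD, n = 9 each). It was lower in 6 of 9 pairs, and the exact permutation p was 0.0665 (adjusted 0.2). This permutation, like those for the LNAs, did not keep replicate numbers paired, so differences between the numbers stayed in its spread. Its log2 value was -0.56 without unstimulated LNA2 replicate 2 and -1.43 without stimulated ctrlA replicate 2.

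**Figure D1:**
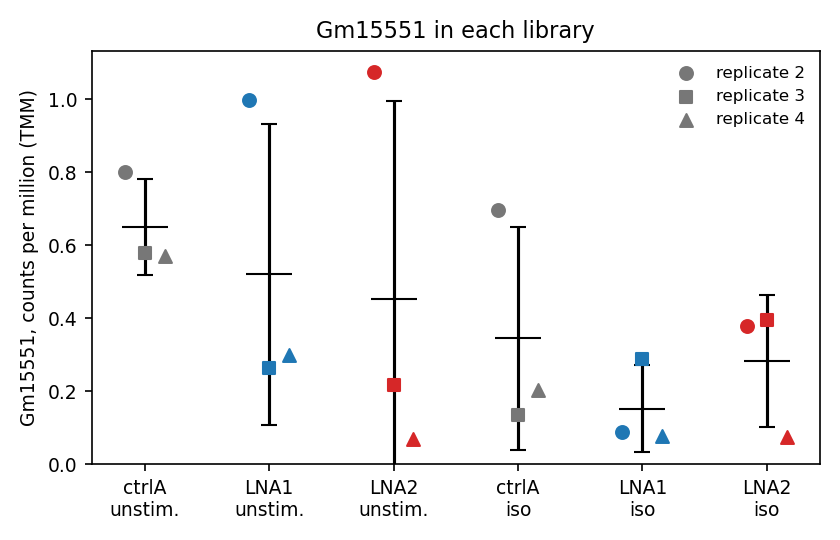
Gm15551 in CPM (TMM-normalised, vertical axis) in each of the 18 libraries by group (horizontal axis), with the replicate number as the symbol and the mean and SD of each group as a horizontal mark and bar (bars that would reach below 0 end at 0). Replicate 2 was the highest library in all 3 unstimulated groups (0.801, 0.996 and 1.074), and the LNA1 and LNA2 libraries overlapped those of ctrlA.

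The relation between the libraries was examined next. On the 500 most variable genes the first principal component held 23.9% of the variance and separated the 6 replicate 2 libraries from the other 12. These 6 libraries also formed the first branch of the hierarchical clustering. Of the total sum of squares, replicate number accounted for 27.8%, LNA for 10.8% and stimulation for 10.8%. Replicate number and LNA have 3 levels and stimulation has 2. More levels take up more by chance, so the equal shares of LNA and stimulation do not mean equal effects. In the replicate 2 libraries the ribosomal RNA gene CT010467.1 took 2.88% to 14.29% of all counts and mitochondrial genes 7.86% to 9.79%. The corresponding shares were 0.28% to 1.04% and 2.56% to 4.97% in replicates 3 and 4. After the mean of each replicate number had been removed, an alternative chosen after seeing the data, the first branch separated the 9 stimulated from the 9 unstimulated libraries. Divided into 6 clusters, the 3 unstimulated ctrlA and the 3 unstimulated LNA2 libraries then shared a cluster, unstimulated LNA1, stimulated ctrlA and stimulated LNA1 each had their own, and stimulated LNA2 replicate 3 stood apart from replicates 2 and 4. Divided into 4 clusters, all 9 unstimulated libraries were together, and stimulated ctrlA shared a cluster with stimulated LNA1, apart from stimulated LNA2.

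Between averaged group means the Euclidean distance was 22.3 for isoproterenol, 19.5 for LNA1 against ctrlA, 18 for LNA2 against ctrlA and 20.4 for LNA2 against LNA1. When the LNA labels were exchanged within pairs of the same number, 1 of 32 relabellings, the real one, gave a distance as large for LNA1 and 5 of 32 did for LNA2. The ratio of the LNA2 to the LNA1 distance was 0.93, and it was 1.11 when all tested genes were used. The order of the LNA distances thus depended on the number of genes.

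**Figure D2:**
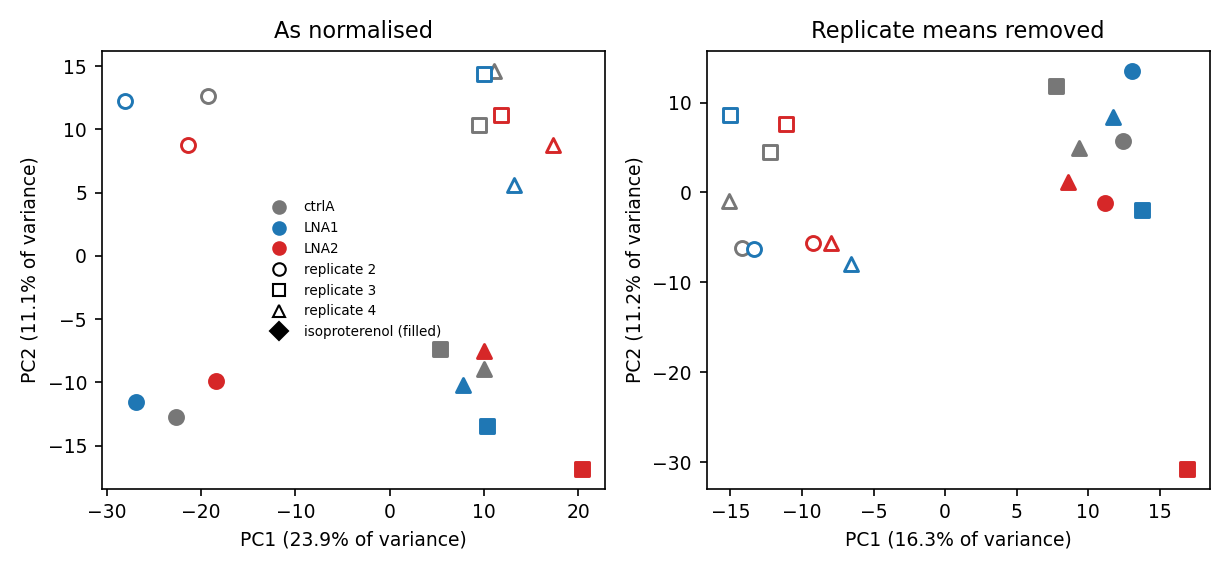
Principal components 1 and 2 of log2 CPM of the 500 most variable genes, 1 point per library, coloured by LNA, filled when stimulated with isoproterenol and shaped by replicate number, as normalised (left, 23.9% and 11.1% of the variance) and after removal of replicate means (right, 16.3% and 11.2%). The 6 replicate 2 libraries stand apart on the left, and the 9 stimulated libraries stand apart on the right.

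Genes that changed with knockdown or stimulation were counted in a joint test of the 6 groups. At an adjusted p below 0.001 in edgeR, 68 of 14949 genes differed between the groups. DESeq2 with the replicate block, chosen after seeing the data, raised this count most, to 2851 genes. Without the 6 libraries of replicate 3, or of replicate 4, also chosen after seeing the data, it was 0, with 624 and 662 genes at an unadjusted p under 0.05. The replicate block in edgeR gave 1335 genes and DESeq2 without it 556. In the 18 fits that each left out 1 library the count lay between 34 (without unstimulated LNA2 replicate 3) and 55, and 11 of these fits lowered it by more than 1.5 times. Of the 68 genes, 58 (85.3%) had an adjusted p under 0.05 with isoproterenol, 15 with LNA2 and 8 with LNA1, with no limit on the fold change. With the replicate block, 1073 of the 1335 genes (80.4%) passed with isoproterenol, 802 with LNA2 and 420 with LNA1.

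With LNA1, 66 genes were called against ctrlA, of which 60 rose and 6 fell. The replicate block gave 364 genes (311 rose and 53 fell), and all 66 genes were among them, while glmTreat gave 11. Without a filter on low counts 56 rose and 1 fell. In the fits without 1 library the count lay between 32 (without unstimulated ctrlA replicate 3, and again without unstimulated LNA1 replicate 4) and 82, and 8 of the 18 lowered it by more than 1.5 times. Of the 66 genes, 48 did not overlap between the arms in either stimulation state and had a mean of at least 1 CPM (42 rose and 6 fell). Among these, the largest rise was that of Sh3d21 (ENSMUSG00000073758.10, chromosome 4, 126150602 to 126163491, protein coding), from 0.891 ± 0.346 CPM with ctrlA to 10.8 ± 4.92 CPM with LNA1 (SD, n = 6 each), a log2 fold change of 3.62 (SE 0.37, adjusted p 0.000911 in edgeR). Sh3d21 had 1.13 ± 0.53 CPM with LNA2. Fam83e (log2 fold change 3.55, adjusted p 0.00418), Carmil2 (2.63, adjusted p 0.0149) and Sh2d5 (2.50, adjusted p 0.00418) followed. Fam83e had 0 to 4 counts per library in unstimulated ctrlA cells, and Carmil2 overlaps exons of Acd on the opposite strand. The call of Carmil2 was lost without stimulated ctrlA replicate 2 (adjusted p 0.0547) and without unstimulated LNA1 replicate 4 (adjusted p 0.0524). The falls were smaller. Dtwd2 fell by 0.64 (adjusted p 0.0174), St7 by 0.62 (adjusted p 0.00967) and Ube2e2 by 0.58 (adjusted p 0.0386) on the log2 scale. Without a filter on low counts the calls of Dtwd2 (adjusted p 0.294), St7 (0.0645) and Ube2e2 (0.187) were lost. The call of Ube2e2 was lost in 12 of the 18 fits without 1 library, with an adjusted p of up to 0.14 (without stimulated LNA1 replicate 4), and that of Dtwd2 in 6, with up to 0.0673 (without the same library).

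With LNA2, 213 genes were called, 147 higher and 66 lower than with ctrlA. The replicate block gave 826 genes (564 higher and 262 lower), which included all 213. Without 1 library the count lay between 113 (without unstimulated LNA2 replicate 4) and 262, and 4 of the 18 fits lowered it by more than 1.5 times. The rule for naming left 179 genes (116 higher and 63 lower). Atg9b rose from 0.619 ± 0.305 CPM to 4.46 ± 1.71 CPM (SD, n = 6 each; log2 fold change 2.84, SE 0.39, adjusted p 0.00138 in edgeR). It lies on chromosome 5 (24384181 to 24392143), and its exons overlap those of Nos3 on the opposite strand. Hvcn1 rose by 2.81 (adjusted p 0.00946; opposite-strand overlap with Tctn1), Ifi27l2a by 2.12 (adjusted p 0.0176) and Plcb2 by 2.01 (adjusted p 0.000727). The call of Ifi27l2a was lost in 4 of the 18 fits without 1 library, with an adjusted p of up to 0.0625 (without stimulated ctrlA replicate 4). Among the falls, Gm49187 (chromosome 15, 21958432 to 21959811, of the annotation class TEC) had 0 counts in all 3 unstimulated LNA2 libraries, so that no fold is given. In stimulated cells it had 2.79 ± 0.405 CPM with ctrlA and 0.959 ± 0.339 CPM with LNA2 (SD, n = 3 each; adjusted p of the averaged contrast 0.0102 in edgeR). Rbms3 (chromosome 9, 116572746 to 117629913) (log2 fold change -1.67, adjusted p 0.0103), Zer1 (-1.39, adjusted p 0.0124) and Nacc2 (-1.35, adjusted p 0.0015) also fell. Nacc2 went from 37.2 ± 8.47 to 14.4 ± 1.79 CPM and was 34 ± 7.99 CPM with LNA1 (SD, n = 6 each).

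Because both LNAs were directed against the same transcript, genes called with both were counted. In total 20 genes were called with both in the same direction, 19 higher and 1 lower, and 0 in opposite directions. At an unadjusted p under 0.05 with both LNAs, 347 genes changed in the same direction and 11 in opposite directions, in contrasts that share the ctrlA libraries. Unchanged groups were simulated 20 times against the same ctrlA libraries, and in each the top-ranked lists of the same lengths, 66 and 213 genes, were compared. They shared 15 to 28 genes in the same direction (mean 21.2), a range that holds the observed 20. At the limits themselves these simulations called 0 genes with LNA1 and 0 with LNA2, so there was no overlap of calls to compare. Lists of these lengths from unstimulated LNA1 and stimulated LNA2, which share no library, had 17 genes in common in the same direction, and those of the reverse combination 16, against at most 7 in the simulations. The replicate block gave 132 such genes (114 higher and 18 lower), with 2 in opposite directions, and included all 20. Without 1 library the count lay between 10 (without unstimulated ctrlA replicate 3, among others) and 22, and 9 of the 18 fits lowered it by more than 1.5 times. Calr3 (chromosome 8, 72424176 to 72443870) rose from 6.05 ± 1.76 CPM with ctrlA to 12.4 ± 0.72 CPM with LNA1 and 20.7 ± 3.36 CPM with LNA2 (SD, n = 6 each), log2 fold changes of 1.08 (adjusted p 0.00448 in edgeR) and 1.80 (adjusted p 3.78e-05). Kif16b (chromosome 2, 142617474 to 142901531), the gene that was lower with both, went from 44.2 ± 3.22 CPM to 29.9 ± 1.19 and 26.2 ± 1.8 CPM (log2 fold changes -0.53 and -0.74, adjusted p 0.00743 and 0.000285). Without a filter on low counts its LNA1 call was lost (adjusted p 0.113), as were the LNA1 call of Dennd2d (0.258) and the LNA2 call of Pdgfra (0.0642). Dync2i1, Chil1, Kif5c, Pdgfra, Rab39b, Gm42547, Dennd2d and Dmkn also rose with both, by 0.63 (Dennd2d) to 1.88 (Gm42547) on the log2 scale with LNA1 and by 0.64 (Dync2i1) to 2.01 (Kif5c) with LNA2. Dennd2d overlaps exons of 2010016I18Rik and Cept1 on the opposite strand. Its LNA1 call was lost in 8 of the 18 fits without 1 library, with an adjusted p of up to 0.0665 (without stimulated ctrlA replicate 2), and the LNA1 call of Dmkn in 4, with up to 0.0639 (without stimulated LNA1 replicate 4).

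Across the 14949 genes the log2 fold changes of the LNAs correlated with a Pearson r of 0.452. Genes are not independent replicates, and both contrasts use the same ctrlA libraries. Simulated unchanged groups that shared these libraries gave a mean r of 0.495 (SD 0.031, 0.413 to 0.554), so the observed r was no higher than sharing alone gives. Between LNA1 in unstimulated and LNA2 in stimulated cells, which share no library, r was 0.107, and in the reverse combination it was 0.151. Simulated values for such combinations had a mean of 0.009 and a maximum of 0.093.

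**Figure D3:**
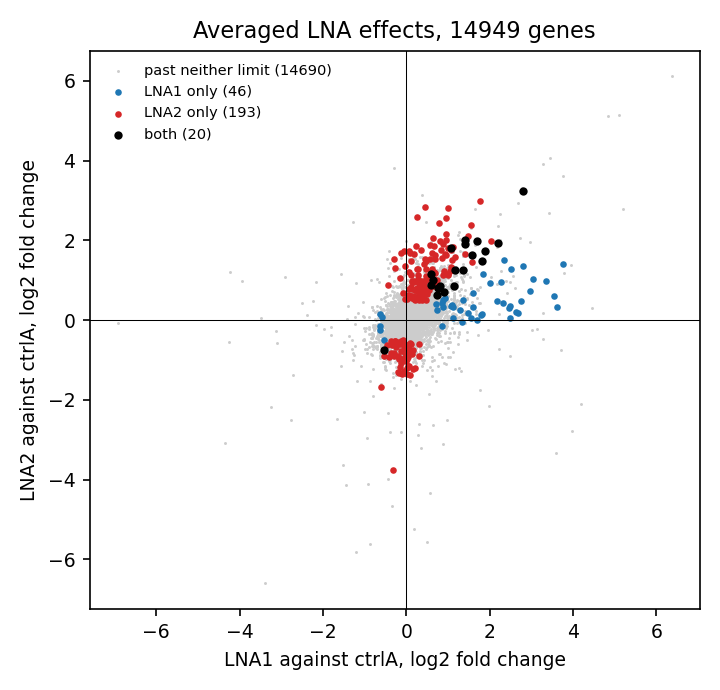
Averaged log2 fold changes of 14949 genes with LNA1 (horizontal axis) and LNA2 (vertical axis) against ctrlA, 1 point per gene, coloured by whether the gene passed an adjusted p of 0.05 and an absolute log2 fold change of 0.5. The 20 genes past the limits with both LNAs lie in the same direction, 19 in the upper right quadrant and 1 in the lower left.

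LNA1 and LNA2 were also compared directly. In this contrast 138 genes were called, 50 higher and 88 lower with LNA2. The replicate block gave 615 genes (247 higher and 368 lower), including all 138. Without 1 library the count lay between 73 (without unstimulated LNA2 replicate 4) and 153, and 5 of the 18 fits lowered it by more than 1.5 times.

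Stimulation with isoproterenol changed 479 genes, of which 302 rose and 177 fell. In ctrlA cells it changed 73 genes in the fit of all libraries, 603 with the replicate block and 14 when the ctrlA libraries alone were fitted. Over all LNAs the replicate block gave 1046 genes (578 rose and 468 fell), 477 of them shared. Ucp1, the uncoupling protein of brown fat (chromosome 8, 83290352 to 83298452), rose from 1.12 ± 0.345 CPM to 12.9 ± 2.37 CPM (SD, n = 9 each), a log2 fold change of 3.51 (SE 0.17, adjusted p 1.12e-08 in edgeR). Ramp3 (log2 fold change 3.31, adjusted p 5.21e-05) and Arl14epl (3.09, adjusted p 1.38e-05) followed. Gm49187 also passed the limits (adjusted p 0.000321), with 0.359 ± 0.349 CPM unstimulated and 2.08 ± 0.911 CPM stimulated (SD, n = 9 each). The largest falls were those of Mgp (log2 fold change -2.45, adjusted p 0.0046), Smkr-ps (-1.77, adjusted p 0.00179), Sult1a1 (-1.68, adjusted p 0.00195) and Cp (-1.57, adjusted p 0.00076). Mgp (chromosome 6, 136872435 to 136875823) went from 5.58 ± 3.35 CPM to 1.03 ± 0.843 CPM (SD, n = 9 each). Sult1a1 and Cp overlap exons of Sgf29 and Hps3 on the opposite strand.

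Whether the knockdown alters the response to isoproterenol was tested as an interaction. At an adjusted p of 0.05, 0 genes were called for LNA1 and 0 for LNA2, with 105 and 116 genes at an unadjusted p under 0.05 in edgeR. The replicate block likewise gave 0 and 0, with 393 and 807 genes at an unadjusted p under 0.05. The smallest unadjusted p belonged to Gm20796 for LNA1 (log2 difference -1.95, SE 0.5, adjusted p 1) and to Gm42927 for LNA2 (-4.50, SE 0.97, adjusted p 1). Both are annotated as processed pseudogenes, whose counts can be shared with their parent genes. DESeq2 called 2 genes for LNA2, among them Gm42927 (adjusted p 0.00405), and DESeq2 with the replicate block 4 for LNA1 and 2 for LNA2. In stimulated LNA2 cells the libraries had 0 to 22 counts of Gm42927. Without stimulated LNA2 replicate 3 its log2 difference was -10.45, so the size of this value rests on few counts in that library.

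The 13 listed genes were followed in all contrasts. For LNA1 and for LNA2, 0 of the 13 had an adjusted p below 0.05, and 0 and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 3 of them passed for LNA1 and 1 for LNA2. With the replicate block 4 and 3 of the genes passed over all genes, and 6 and 3 when adjusted over the list alone. Camk2d, the host gene of Gm15551, had 109 ± 12.5 CPM with ctrlA, 111 ± 10 CPM with LNA1 and 99.4 ± 14.7 CPM with LNA2 (SD, n = 6 each), log2 fold changes of 0.06 (SE 0.08, adjusted p 1 in edgeR) and -0.12 (SE 0.08, adjusted p 0.697). The inflammatory genes rose with LNA1 without passing the test, Saa3 by 1.09 (adjusted p 0.76, with the block 0.000957), Lcn2 by 0.56 (adjusted p 1, with the block 0.00274) and Hp by 0.39 (adjusted p 1, with the block 0.00518). Over the 18 fits without 1 library Saa3 ranged from 0.71 to 1.53, Lcn2 from 0.34 to 0.84 and Hp from 0.17 to 0.67. The study picked these 3 genes from the same libraries, so for them the adjustment over the list alone is not independent evidence. Elovl3 fell by 0.43 with LNA1 (adjusted p 0.393, with the block 0.000931) and by 0.37 with LNA2 (adjusted p 0.316, with the block 0.00087). With LNA2 the block also brought Pparg (log2 fold change -0.19, adjusted p 0.886, with the block 0.00487) and Fabp4 (-0.23, adjusted p 0.932, with the block 0.0303) below 0.05. Dio2 and Lep stayed near or under 3 counts in the libraries, so that no fold is given.

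With isoproterenol, 4 of the 13 genes passed over all genes and 6 when adjusted over the list alone. The 4 were Ucp1, Cidea (7.31 ± 1.95 to 17.7 ± 4.66 CPM, SD, n = 9 each; log2 fold change 1.27, adjusted p 0.0011 in edgeR), Adipoq (615 ± 104 to 379 ± 86.7 CPM; -0.71, adjusted p 0.0073) and Camk2d (116 ± 7.52 to 96.8 ± 9.18 CPM; -0.27, adjusted p 0.023). The Camk2d call was lost without a filter on low counts (adjusted p 0.452) and in 8 of the 18 fits without 1 library, with an adjusted p of up to 0.0674 (without unstimulated LNA2 replicate 3). With the block 7 genes passed, adding Elovl3 (log2 fold change 0.36, adjusted p 0.111, with the block 7.51e-05), Hp (-0.86, adjusted p 0.0943, with the block 7.65e-08) and Fabp4 (-0.45, adjusted p 0.357, with the block 6.46e-06).

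Gene lists were tested as sets with camera. With isoproterenol the thermogenic list rose (median log2 fold change 0.56, 17 of 20 genes higher, adjusted p 2.68e-12), the adipocyte list fell (-0.25, 3 of 23 higher, adjusted p 0.000356) and the NF-κB and inflammatory list rose (0.23, 20 of 29 higher, adjusted p 0.0102). The interferon list (median -0.13, 7 of 23 higher, adjusted p 0.156) and the p53 list (-0.09, 7 of 24 higher, adjusted p 0.199) did not pass. With LNA2 the p53 list rose (median 0.29, 20 of 24 higher, adjusted p 1.1e-05), the interferon list rose (0.26, 21 of 23 higher, adjusted p 0.00136) and the thermogenic list fell (-0.16, 6 of 20 higher, adjusted p 0.0457, with the block 0.0726). The NF-κB and inflammatory list (median 0.09, 20 of 29 higher, adjusted p 0.413) and the adipocyte list (-0.02, 8 of 23 higher, adjusted p 0.716) did not pass with LNA2. With LNA1 the p53 list fell (median -0.11, 6 of 24 higher, adjusted p 0.00602), the thermogenic list fell (-0.12, 6 of 20 higher, adjusted p 0.0102, with the block 0.0744) and the interferon list rose (0.17, 16 of 23 higher, adjusted p 0.0295). The adipocyte list (median -0.08, 4 of 23 higher, adjusted p 0.174, with the block 0.0404) and the NF-κB and inflammatory list (-0.01, 14 of 29 higher, adjusted p 0.615) did not pass with LNA1. Under fry the p53 calls of LNA1 (adjusted p 0.0177) and LNA2 (adjusted p 0.000166) and all 3 isoproterenol calls (adjusted p 4.52e-07, 0.0136 and 0.0177) held. With the block 14 of the 15 tests passed under fry, 9 more than without it, which left the adipocyte list with LNA2 (adjusted p 0.701). With an estimated correlation between genes, the p53 calls (adjusted p 0.038 and 0.00235) and the thermogenic call with isoproterenol (adjusted p 0.00149) held. The interferon call of LNA1 was lost in 6 of the 18 fits without 1 library (adjusted p 0.0703 to 0.542, the highest without stimulated LNA1 replicate 2) and the thermogenic call of LNA2 in 7 (0.061 to 0.186, the highest without stimulated ctrlA replicate 4). The thermogenic call of LNA1 was lost in 2, without stimulated LNA1 replicate 2 (adjusted p 0.0822) and without stimulated ctrlA replicate 4 (adjusted p 0.0801).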

Values the study reported

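The study reported 2762 genes regulated by knockdown or by stimulation in these cells. For the individual LNAs it reported 70 differentially regulated genes with the first and 188 with the second. It found 16 genes in the overlap between them. It also described Gm15551 as robustly downregulated by both LNAs on day 7.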

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

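Apart from the splits of the samples for the gene count, the tests in this part were chosen only after the result was seen.

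LNA1 and LNA2 were directed against the same transcript, yet differed from each other in 138 genes in edgeR and in 615 with the replicate block. This direct contrast of their effects is what drew attention. Exchanging the LNA labels within pairs of the same number and stimulation, the real split was 1 of 32 that gave as many genes, and the highest of the others gave 0. Splits that mixed replicate numbers (48 drawn) gave at most 0 genes. With the block the real split was again 1 of 32, and the highest of the others gave 15. The tables argue against several technical explanations as the whole cause. Of the 615 genes, 85.2% were kept after a correction of each library for a trend with GC content, 93.2% after a correction for exon length, 83.6% after all libraries were drawn down to equal depth, and 98.2% when the ribosomal RNA gene and the mitochondrial genes were left out. Without stimulated LNA2 replicate 3, the library that stood apart in the clustering, 77.4% were kept. Without all libraries of replicate 2, 3 or 4 the block gave 516, 426 and 262 genes, and the fit without the block 443, 0 and 0. The count therefore depended on the replicate numbers fitted. Unequal removal of Gm15551 would make the changes of one LNA a weaker copy of those of the other. Among the 138 genes, 26 were called with LNA1 against ctrlA and changed more with LNA1, and 72 were called with LNA2 and changed more with LNA2, where the adjusted p limit allows 6.9 false calls. With the block these counts were 123 and 303 of 615, where 30.8 are allowed. This argues against unequal removal as the whole cause. Effects of each LNA that do not depend on Gm15551, and effects that depend on the site of Gm15551 bound, stay open, since every library of an arm received the same oligonucleotide.

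The p53 target list separated the LNAs. Its genes were higher with LNA2 than with LNA1 in a test of the difference itself (camera p 4.9e-13, with an estimated correlation 7.25e-06, fry 2.17e-07), by a median of 0.41 on the log2 scale, with 21 of 24 genes higher. The mean over the list, in place of the median, was higher with LNA2 in 6 of 6 pairs of the same number and stimulation, by 0.31 to 0.57. Over the 18 fits without 1 library the highest camera p was 9.4e-10, without stimulated LNA2 replicate 2. The median of 0.41 lay outside the middle 95% of 10000 random lists matched on expression, GC content and exon length (-0.06 to 0.09), which argues against these properties as the cause. Without stimulated LNA2 replicate 3 and with the block, the camera p was 4.55e-15, which argues against that library as the source. The splits were less decisive. Of the 32 splits with labels exchanged within pairs, 2 gave a camera p as small, the real one included, and for the rise of the list with LNA2 against ctrlA it was also 2 of 32. Of 48 splits that mixed the replicate numbers, 0 gave a camera p as small in either test. A share of 2 of 32 lies above 0.05, so the splits within pairs do not exclude a chance arrangement of the pairs. Against ctrlA the list median was 0.29 with LNA2 and -0.11 with LNA1. A candidate explanation is a stress response to LNA2 itself. It was not tested, and an effect of Gm15551 that only LNA2 reaches stays open beside it.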

How the results depend on the processing

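DESeq2 with the replicate block, leaving out all 6 libraries of a replicate number, the block with corrections and the removal of replicate means were chosen after seeing the data, the other alternatives before.

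With the replicate block the joint test of the 6 groups gave 1335 genes (68 without it), LNA1 364 (66), LNA2 826 (213), LNA2 against LNA1 615 (138), isoproterenol 1046 (479) and both LNAs 132 (20). Of the genes called without the block, all 66, 213, 138 and 20 were kept for the LNA contrasts and 477 of 479 for isoproterenol. The cause lies in the construction of the alternative, since the block takes up the deviations shared by libraries of the same number and lowered the common dispersion from 0.0839 to 0.00941. Of the 13 listed genes 4, 3 and 7 then passed with LNA1, LNA2 and isoproterenol, and 6 and 3 when adjusted over the list alone with LNA1 and LNA2. Among the list tests the block took the thermogenic list past the limit, to 0.0744 with LNA1 and 0.0726 with LNA2, and brought the adipocyte list below it with LNA1 (0.0404). It changed no other call of a list in camera, of Gm15551 or of an interaction. Under fry the block added 9 calls of lists and took away 0. With LNA1 these were the adipocyte (0.0308), interferon (0.00808), NF-κB and inflammatory (0.009) and thermogenic lists (0.0205), with LNA2 the interferon (0.000146), NF-κB and inflammatory (0.0192) and thermogenic lists (0.00642), and with isoproterenol the interferon (0.00252) and p53 lists (0.00307). The NF-κB and inflammatory list holds Lcn2, Saa3 and Hp, which the study picked from these libraries, so its calls with the LNAs are not wholly independent evidence. With the block, leaving out 1 library gave 254 to 455 genes for LNA1, 625 to 936 for LNA2, 462 to 722 for LNA2 against LNA1, 962 to 1161 for isoproterenol and 92 to 146 for both LNAs.

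DESeq2 without the block gave 556 genes in the joint test, 133 for LNA1, 338 for LNA2, 232 for LNA2 against LNA1, 35 for both LNAs, 2 for the LNA2 interaction and 1 listed gene adjusted over the list alone with LNA1. DESeq2 with the replicate block gave 2851, 344, 732, 574 and 122 genes for the same 5 counts, 991 for isoproterenol, and 4 and 2 for the LNA1 and LNA2 interactions. The cause of the differences between the tools was not tested. The DESeq2 size factors in the edgeR fit moved no count by more than 1.5 times.

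Without a filter on low counts the joint test gave 116 genes and both LNAs 12. LNA1 then gave 56 rises and 1 fall in place of 60 and 6. With at least 10 counts in every library LNA1 gave 30 genes and both LNAs 10, and the correlation between the LNAs was 0.505. At an adjusted p of 0.01, 18 genes were called for LNA1, 87 for LNA2, 54 for LNA2 against LNA1, 293 for isoproterenol and 4 for both LNAs. Tested against a log2 fold change of 0.5 with glmTreat, 11, 35, 19, 143 and 0 genes were called, with 267 and 388 genes at an unadjusted p under 0.05 for LNA1 and LNA2. These alternatives are stricter by construction. At an adjusted p of 0.05 in place of 0.001 the joint test gave 439 genes, and 4784 with the replicate block. With only the groups compared in the fit, LNA2 gave 125 genes, LNA2 against LNA1 70 and both LNAs 13. With the ctrlA libraries alone isoproterenol gave 14 genes, from 3 libraries against 3. The shares of rises among the calls for LNA1 were 90.9% without the block and 85.4% with it.

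The replicate numbers did not contribute equally. Without replicate 2 more genes were called in each comparison listed here, although fewer libraries were fitted. The joint test gave 111 genes, LNA1 180, LNA2 738, LNA2 against LNA1 443, isoproterenol 726 and both LNAs 77. Without replicate 3 isoproterenol gave 92 genes and each of the other counts was 0, with 624, 487, 695 and 577 genes at an unadjusted p under 0.05 for the joint test, LNA1, LNA2 and LNA2 against LNA1. Without replicate 4 isoproterenol gave 113 genes and each of the other counts was 0, with 662, 424, 665 and 563 genes at an unadjusted p under 0.05. With the block as well, leaving out replicate 2, 3 or 4 gave 225, 239 and 70 genes for LNA1 and 821, 572 and 490 for LNA2. For LNA2 against LNA1 it gave 516, 426 and 262 genes, and for isoproterenol 763, 855 and 1014.

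Leaving out 1 library at a time moved 11 of 18 fits of the joint test, 8 of LNA1, 4 of LNA2, 5 of LNA2 against LNA1, 9 of both LNAs and 0 of isoproterenol by more than 1.5 times, all downwards. The LNA2 interaction ranged from 0 to 1 gene (1 without stimulated LNA2 replicate 3). The listed genes adjusted over the list alone ranged from 0 to 2 with LNA1 (2 without unstimulated ctrlA replicate 2) and from 0 to 2 with LNA2 (2 without unstimulated LNA2 replicate 2). The correlation between the LNAs ranged from 0.362 (without stimulated LNA1 replicate 3) to 0.533 (without stimulated ctrlA replicate 3), and the cause was not tested. Gm15551 ranged from -1.12 to -0.15 with LNA1 and from -1.43 to -0.56 with isoproterenol. With LNA2 it ranged from -1.22 (without unstimulated LNA2 replicate 2) to 0.10 (without stimulated ctrlA replicate 2). Between cells that share no library the correlation was 0.107 and 0.151.

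The list tests depended on the method. Under fry 1 list passed with LNA1 and 1 with LNA2. The interferon list then had adjusted p values of 0.493 and 0.237 and the thermogenic list 0.0971 and 0.0971. With an estimated correlation 1 list passed with LNA1, 1 with LNA2 and 1 with isoproterenol, and the adjusted p values were 0.522 and 0.335 for the interferon list, 0.149 and 0.244 for the thermogenic list, and 0.134 and 0.188 for the adipocyte and the NF-κB and inflammatory list with isoproterenol. Without 1 library the number of lists past the limit with LNA1 ranged from 1 (without stimulated LNA1 replicate 2) to 4 (without stimulated ctrlA replicate 2). The adjusted p with LNA1 ranged from 0.0239 (without stimulated ctrlA replicate 2) to 0.533 for the adipocyte list, from 0.000242 to 0.542 (without stimulated LNA1 replicate 2) for the interferon list, from 0.251 to 0.975 for the NF-κB and inflammatory list, whose direction changed without replicate 2 of either LNA1 group, and from 0.000609 to 0.0822 (without stimulated LNA1 replicate 2) for the thermogenic list. With LNA2 it ranged from 0.208 to 0.981 for the adipocyte list, whose direction changed without replicate 2 of either LNA2 group and without unstimulated ctrlA replicate 3, and from 0.00683 to 0.186 (without stimulated ctrlA replicate 4) for the thermogenic list. For the interferon list with isoproterenol it ranged from 0.0177 (without stimulated ctrlA replicate 2) to 0.461.

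The ratio of the LNA2 to the LNA1 distance was 1.11 with all tested genes and 1.02 with 2000 genes. With replicate means removed, 0 replicate 2 libraries and all 9 stimulated libraries formed a branch of their own. Under the replicate block LNA2 against LNA1 gave 618 genes with a GC content correction, 623 with an exon length correction, 590 with a gene span correction, 574 at equal depth, 624 with the ribosomal RNA gene and mitochondrial genes left out and 562 without stimulated LNA2 replicate 3.

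Of 61 values of named genes, 7 lost their call without a filter (with LNA1 Dtwd2, 0.294, St7, 0.0645, Ube2e2, 0.187, Kif16b, 0.113, and Dennd2d, 0.258, with LNA2 Pdgfra, 0.0642, and with isoproterenol Camk2d, 0.452, as adjusted p in edgeR) and 1 gained it, 3 gained it under DESeq2, 7 gained it under the block and 1 of 25 lost it with at least 10 counts in every library. Over 1098 values without 1 library 44 lost and 4 gained their call. In these alternatives 0 of these values changed direction, Gm15551 being counted apart, above. Depth limits the results for genes of few reads. For Gm15551 a 10-fold reduction was detected in 88.2% of simulations and a 2-fold one in 22.1%, and for Dio2 and Lep no fold is given.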

Other observations

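Apart from the splits of the samples and the simulated correlation with shared ctrlA libraries, the tests in this part were chosen only after the result was seen.

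The joint test of the 6 groups gave 68 genes here. That is lower than the value quoted from the study above. The count with DESeq2 and the replicate block was 2851, so the analysis model can account for a difference of this size. Without the block, the DESeq2 likelihood ratio test gave 556 genes at an adjusted p under 0.001 and 904 at an unadjusted one. Both counts lie below that of the study. Without the block, leaving p unadjusted therefore does not by itself account for the difference. Which terms the study fitted, and whether its p was adjusted, stays open.

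The counts of genes were set against other splits of the samples. Exchanging labels within pairs of the same replicate number, the real split was 1 of 32 to give as many genes for LNA1 (66, highest of the others 0), 1 of 32 for LNA2 (213, highest of the others 1), 1 of 50 for isoproterenol (479, highest of the others 113), 1 of 50 for the joint test (68, highest of the others 0) and 1 of 50 for both LNAs (20, highest of the others 1). Splits that mixed the replicate numbers (48 for each LNA and 30 for the others) gave at most 2 genes for isoproterenol, 1 for LNA2 and for both LNAs, and 0 for LNA1 and the joint test. With the replicate block the real split was again the one that gave as many genes in each of these comparisons, but other splits reached more. The highest of the others was 169 for LNA2 (826 in the real one), 651 for isoproterenol (1046), 1 for LNA1 (364) and for both LNAs (132), and 0 for the joint test (1335). For the interactions, 31 and 22 of 50 splits gave as many genes at an unadjusted p under 0.05 as the 105 and 116 of the real ones, so these counts were no larger than other splits give. For the number of lists past the limit, 2 of 32 splits gave as many for LNA1, 2 of 32 for LNA2 and 9 of 50 for isoproterenol. The number of lists past the limit therefore does not by itself separate the real groups from other splits.

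The replicate 2 libraries stood apart from replicates 3 and 4 on the first principal component and held more ribosomal and mitochondrial RNA. When those genes were left out before normalisation, the first component still held 23.4% of the variance and all 6 replicate 2 libraries lay beyond all others. The rRNA and mitochondrial reads alone therefore do not account for the separation. The labels give no batch or date, and no other explanation was tested.

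Neither LNA lowered Gm15551 past the test in these libraries. To see whether reads were too few, counts were simulated from the ctrlA means and the spread of the gene. A reduction by 2-fold reached an exact permutation p under 0.05 in 22.1% of 1000 simulations, a reduction by 4-fold in 60% and a reduction by 10-fold in 88.2%. The criterion written before the test would have taken detection of most 4-fold reductions as evidence against too few reads. That criterion was set aside after the value was seen, because a sizeable share of such reductions would still be missed. From these counts a weak knockdown and too few reads cannot be told apart, while a reduction by 10-fold would mostly have been detected. The study described a robust downregulation of Gm15551 by both LNAs, from a measurement that was not examined here. The counts therefore do not show that the knockdown failed.

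The changes with LNA1 and LNA2 correlated with an r of 0.452. Unchanged groups simulated against the same ctrlA libraries gave a mean of 0.495, so the shared ctrlA libraries are a sufficient source of this correlation. For the 20 genes called with both LNAs the simulated lists of the same lengths shared up to 28 genes (mean 21.2). A common response and the shared ctrlA libraries cannot be told apart for these 20 genes, because simulated lists hold chance genes alone and real lists do not. Between cells that share no library, the correlations of 0.107 and 0.151 exceeded the highest simulated value of 0.093, and the lists shared 17 and 16 genes against at most 7. With the block, lists of 364 and 826 genes shared 132 (simulated 97 to 145) with the same ctrlA libraries, and 81 and 101 (at most 54 and 59) without a shared library. A small common component is consistent with the values without a shared library. A response to Gm15551 and a response to targeting LNAs in general, against a single non-targeting control, were not separated by the design.

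LNAs with the RNase H mechanism can cleave unspliced transcripts at unintended sites, and longer genes offer more intron sequence to bind. It was therefore asked whether genes that fell with LNA2 are long. Their median span was 101 kb, against 37.8 kb in 10000 random sets matched on expression and exon length (middle 95% from 28.6 to 52.3 kb). The 6 genes that fell with LNA1 had a median span of 159 kb (matched 15.3 to 99.3 kb). With the replicate block the excess was smaller, with 34.7 kb for 262 genes lowered by LNA2 (matched 18.9 to 26.7 kb) and 37 kb for 53 lowered by LNA1 (matched 15 to 31.7 kb). Genes raised by LNA2 (16.6 kb, matched 12.8 to 16.1 kb) and genes lowered by isoproterenol (18.7 kb, matched 13.7 to 17.8 kb) also lay above their matched sets with the block, which a cleavage of long transcripts does not predict. Without the block, genes raised by LNA2 lay inside their matched range (17.7 kb, matched 11.7 to 18.4 kb). Genes raised by LNA1 lay inside theirs without the block (13.7 kb, matched 10.2 to 22.5 kb) and with it (13.6 kb, matched 11.4 to 15.8 kb). The test required that genes lowered by isoproterenol, which need no such cleavage, not be long. Their median of 25.6 kb also lay above the matched sets (15.1 to 22.9 kb), by a smaller margin, as did the 18.8 kb of genes raised by isoproterenol (12.3 to 16.9 kb), so the prediction was met only in part. For LNA1 no such condition had been written, and the same one was applied after the value was seen. A correction of each library for a trend with gene span, fitted with the replicate block, kept 80.9% of the 262 genes lowered by LNA2, which argues against such a trend as the whole cause. Unintended cleavage may contribute to the falls with LNA2, but it cannot be told apart from other reasons for which long genes fall, and the sequences of the LNAs were not used here.

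The calls with LNA1 went mostly upwards, with 60 rises and 6 falls. The genes that rose had a median of 2.35 CPM, below random sets of tested genes (9.67 to 37.1), which is what low expression as the source would give. Among genes with at least 10 counts in every library, however, 25 rose and 5 fell, so low expression alone does not account for the excess of rises. No biological explanation of the excess was tested.

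In the clustering with replicate means removed, unstimulated ctrlA libraries shared a cluster with unstimulated LNA2 and not with LNA1 when 6 clusters were formed. With 4 clusters all unstimulated libraries were together, and stimulated ctrlA shared a cluster with stimulated LNA1 and not with LNA2. Which LNA grouped with ctrlA thus depended on stimulation and on the number of clusters. The distance from ctrlA was smaller for LNA2 than for LNA1 (ratio 0.93) on 500 genes and larger (1.11) on all tested genes, whereas more genes were called with LNA2. The order of the LNAs by distance thus depended on the genes used.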
